A study of Rattus norvegicus with 50 samples. Its data were reported in "Exposure to TiO2 Nanostructured Aerosol Induces Specific Gene Expression Profile Modifications in the Lungs of Young and Elderly Rats" (2021).

How the data were processed

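Gene expression in the lungs of 50 young male F344 rats, an inbred laboratory strain, was measured on one-colour Agilent rat arrays. Rats aged 12 weeks breathed, through the nose only, either air or an aerosol of titanium dioxide (TiO2) nanoparticles of the P25 type at 10 mg/m3. Each rat was exposed for 6 hours per day on 5 days of the week during 4 weeks. Lungs were taken right after the end of exposure (D0) and 3, 28, 90 and 180 days later (D3, D28, D90 and D180). Each of the 10 groups held 5 rats. RNA from the accessory lobe was labelled with Cy3, 100 ng per rat, and each rat had its own array. Groups came from the sample labels. The replicate numbers run from 1 to 5 within each group, and the labels do not say that they pair a control with an exposed rat.

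The deposited array files hold, per the file headers, the fluorescence intensity of each spot as read by Agilent Feature Extraction 11.0.1.1, on a linear scale. The study's methods give a later release of that software. The processed signal was used here, which is the intensity after the background of the array and its spatial trends were taken out by that software, with no scaling between arrays. The authors also deposited a series matrix of intensity values for 58753 spots. From its values, it holds the median intensity of each spot without background subtraction, quantile normalized between arrays and on a linear scale. The study's own calls came from a web tool that filtered probes against negative control spots, quantile normalized the arrays, removed batch terms that its methods do not name, and fitted limma.

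Each array had 62976 spots, of which 58717 were gene spots for 30367 probes and 308 were negative controls. Control spots, and spots marked by the extraction software as not uniform or as outliers, were left out, and the remaining spots of a probe were averaged on the log2 scale. On 271 occasions all spots of a probe on an array had been left out, and that value was missing. The processed signal was log2 transformed and quantile normalized between arrays. A probe was kept when its signal before normalization lay above the 95th percentile of the negative controls on at least 5 arrays, which 29578 probes did. For each gene the probe with the highest mean signal was used, which left 25235 genes, of which 3845 had more than 1 probe. Of these genes, 5705 carried only a transcript identifier in the array files in place of a gene symbol. The NCBI RefSeq gene table for rat assembly GRCr8 was used for gene names only, and it named 2 of the 6097 probes without a symbol. In 22 files the names of 84 spots had been altered by a spreadsheet, and these names were taken from the other files. Gene positions were not analysed here.

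Differential expression was tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 10 groups and moderated variances. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. Genes were called differentially expressed (DEGs) at an absolute change of at least 1.5-fold and an adjusted p under 0.05. Exposed and control rats were compared at each day. The exposure effect at each later day was compared with that at D0 as an interaction. The control rats of D180 were compared with those of D0. A gene was taken as detected in a group when it was well above background, by the extraction software's own mark, on at least 3 of its 5 arrays.

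Gene lists were written from general knowledge of gene function, and the gene sets followed pathways and cell types that the study names. There were 6 gene sets, namely complement and coagulation (41 genes tested), chemokine ligands (35), neutrophil (16), macrophage and lysosome (20), unsaturated fatty acid synthesis (29) and lymphocyte (20). There were also 9 marker lists, namely clock output (9 genes tested), clock positive arm (4), glucocorticoid responsive (11), heat shock (9), red blood cell (8), cardiac muscle (9), mesothelium (5), ciliated epithelium (7) and brown and white fat (5). A score was the mean, over the genes of a list, of each gene's normalized log2 value minus its mean over the 50 arrays. Scores of exposed and control rats were compared with two-sided exact permutation tests over all ways to split 5 and 5 rats, and adjusted over 30 tests for the gene sets and over 45 for the marker lists. The smallest p that this exact test can give is 0.00794. Differences in a set's exposure effect between a later day and D0 were tested by permuting labels within each day, over 24 tests, which leaves the exposure effects in the permuted values and so misses differences. Gene sets were also tested with camera, at its preset correlation between genes of 0.01, and with fry, both from limma. Genes that the study singled out in elderly rats after the same exposure were tested here in the young rats, as 8 genes at D0 and 13 at D28. The elderly rats themselves were not analysed here.

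Genes named in the text followed a rule. At D0 and D28 these were the 5 largest increases and the 5 largest decreases, and at D3, D90 and D180 the 3 largest of each. They were taken from the DEGs with a gene symbol whose 5 exposed values all lay on one side of the 5 control values and which were detected in both groups. Lcn2, Cxcl1, Ccl2, Ccl7, Ccl17, C3, S100a9, Mmp12, Scd, Arntl, Nr1d1, Dbp and the elderly-rat genes were always followed. The gene lists, comparisons, tests, this rule and all alternatives but the pair noted as added were fixed before the data were examined, except that the tests named as chosen later in the closing section came after. Any other gene named was chosen after its values were seen.

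The calling procedure was tested on simulated data with each gene's spread in these arrays, in which 100 genes were changed 2-fold and 100 were changed 4-fold. It recovered 69% of the 2-fold and 94% of the 4-fold changes at D0 and called 7 unchanged genes. For the difference in effect between D28 and D0 it recovered 54% and 86% and called 9 unchanged genes. With slide as a block these shares were 68% and 93% at D0 and 49% and 84% for the difference. The simulated values held no slide effect and no correlation between genes, unlike these arrays. The shares recovered and the unchanged genes called may therefore differ in the real data, and a gain from the block could not show.

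The arrays came from 7 slides of up to 8 arrays. Slide was fitted as a block as an alternative to the group means alone. The other alternatives were no background subtraction, a normal-exponential background correction with an offset of 50, no probe filter, a stricter filter, scaling of each array to its 75th percentile in place of quantile normalization, replicate number as a block, every probe tested separately, the median over a gene's probes, each array left out in turn, only the arrays of the day in question, the deposited series matrix, camera, fry, a 2-fold limit, no fold limit, and an unadjusted p with the fold limit. The stricter filter required a probe to be well above background on all 5 arrays of at least 1 group and left 18445 genes. Without a filter 25885 genes were tested. A fit with a clock score as a covariate, and a fit of the control comparison with slide as a random effect, were added after seeing the data. That clock score was the clock output score minus the clock positive arm score.

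The number of arrays limits the precision of all values. Other software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and the R package data.table in version 1.17.8. Random draws used a seed of 1.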

Results

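Gene expression was measured on 50 arrays from the lungs of young male rats, with 5 control and 5 exposed rats at each of D0, D3, D28, D90 and D180. The median processed signal of an array, in linear fluorescence units, ran from 198 to 474. Between 68.8% and 84.5% of the gene spots of an array were well above background, with a median of 75.6%. The 95th percentile of the negative control spots lay between 2.74 and 40.6, and from 324 to 872 gene spots per array were left out as not uniform or as outliers. The log2 signal of the spiked-in transcripts followed their known amounts with an r2 of at least 0.982 on every array. Arrays of the same group correlated across genes at 0.973 to 0.996, genes not being independent replicates. The arrays came from 7 slides, with D0, D3 and D28 on 4 of them and D90 and D180 on the other 3, except that replicate 1 of the exposed rats at D3 shared a slide with D90 and D180. No slide held a single group, and each had both control and exposed rats.

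The first component of a principal component analysis held 26% of the variance. Slide accounted for 99% of that component and exposure for 0.696%. The second component held 6.74% of the variance, and exposure accounted for 34.8% of it. Slide was fitted as a block as an alternative, and the counts under it are given beside the main ones.

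**Figure D1:**
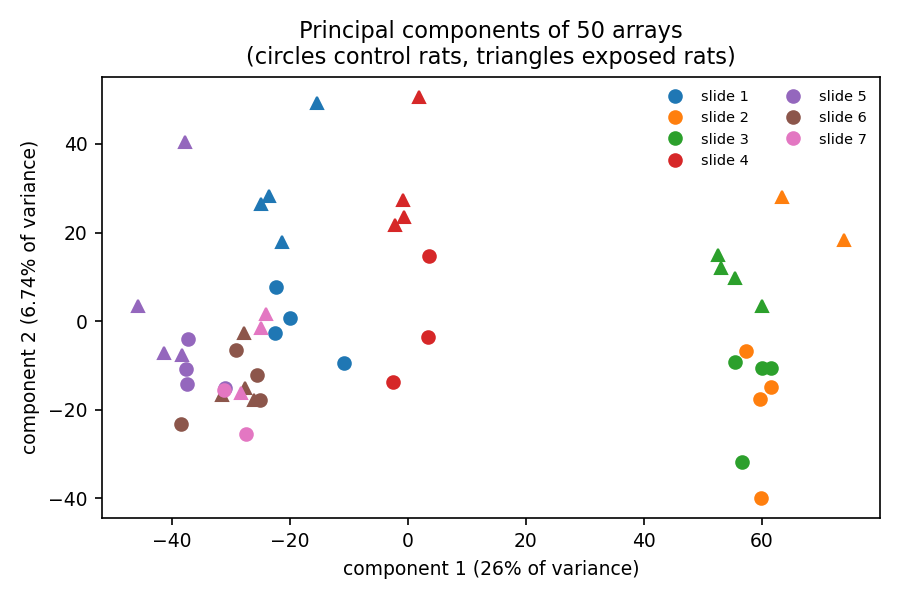
First against second principal component of the 50 arrays, with the share of variance on each axis, coloured by slide, with circles for control and triangles for exposed rats. Arrays separate by slide along the first component, which holds 26% of the variance.

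The comparison of exposed with control rats at each day asked which genes responded to the inhaled particles and for how long. At D0, 1061 of 25235 genes were DEGs, 682 over-expressed and 379 under-expressed in exposed rats. At D3 there were 897 (508 over-expressed and 389 under-expressed), at D28 345 (218 and 127), at D90 94 (60 and 34) and at D180 84 (60 and 24). The alternative that moved the D0 count most was the adjusted p with no fold limit, which gave 3381 genes. With slide as a block the counts were 1397, 1020, 497, 155 and 138 from D0 to D180. Of the main calls, 1039, 754, 310, 94 and 82 were then called in the same direction. The median standard error of a gene's log2 change was 0.165 at D0 without the block and 0.108 with it. The D28 count depended on single arrays, as it was 531 without replicate 1 of the exposed rats and 245 without replicate 5. At an unadjusted p under 0.05 and with no fold limit, limma gave 5931, 5460, 4236, 1825 and 2025 genes.

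**Figure D2:**
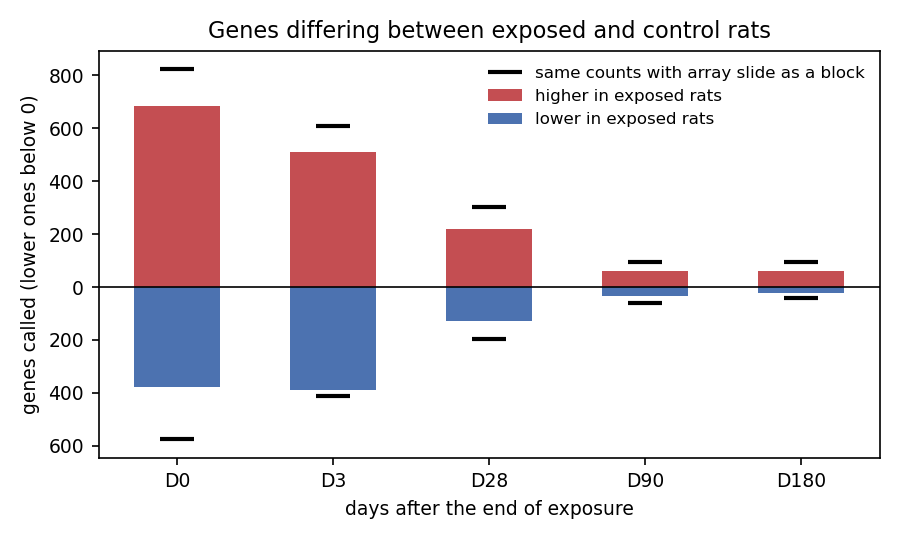
Number of genes over-expressed and under-expressed in exposed rats at each day (bars), with black ticks for the counts when slide was a block. The total fell from 1061 at D0 to 84 at D180.

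The DEGs changed by a median of 1.83-fold at D0, 1.79-fold at D3, 1.83-fold at D28, 1.94-fold at D90 and 1.96-fold at D180. All 5 exposed values lay on one side of all 5 control values for 757 of the 1061 DEGs at D0 (71.3%), and for 587 (65.4%), 199 (57.7%), 84 (89.4%) and 78 (92.9%) of those at D3, D28, D90 and D180. Among all genes that share was 8.66%, 7.01%, 3.74%, 3.97% and 4.15%, and chance gives 0.794%. Both groups were detected for 842 of the D0 DEGs, 115 over-expressed genes were detected in exposed rats alone, 20 under-expressed genes in control rats alone, and 84 in neither group. Of the D0 DEGs, 102 carried no gene symbol.

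At D0 the largest increases among the named genes were in Orm1, Prss30, Retnla, Lcn2 and Slc26a4. In each gene named in this and the next 3 paragraphs as a largest change, the 5 exposed rats all lay beyond the 5 control rats. Orm1, an acute phase protein, rose from a normalized log2 value of 5.20 ± 0.57 to 9.28 ± 0.13 (mean ± SD, n = 5 per group), a log2 change of 4.08 (SE 0.38, adjusted p = 2.6e-11), with the control value near the background, and the change was 2.59 under the normal-exponential background correction. Prss30 rose by 3.58 (adjusted p = 1.3e-13), Retnla from 10.19 ± 0.45 to 13.74 ± 0.31, by 3.55 (adjusted p = 6.4e-19), and Lcn2 from 9.45 ± 0.37 to 12.68 ± 0.18, by 3.22 (adjusted p = 1.3e-15). Slc26a4 rose by 3.20 (adjusted p = 8.1e-19). The largest decreases were in Nr1d1 (log2 change -3.26), Hspa1b (-2.80), Dbp (-1.93), Ccdc116 (-1.70) and Ear11 (-1.55), with adjusted p-values from 3.4e-13 to 0.000592. Control rats alone differed between D3 and D28 in Nr1d1 by 3.12, in Dbp by 4.50 and in Ccdc116 by 2.13 on the log2 scale. For Lcn2 this difference was -0.81. The Hspa1b control mean was 13.75 at D0 and 11.36 at D3, and the gene's other probe changed by -0.05 at D0. Among the genes followed at every day, Ccl2 rose by 2.56, Ccl7 by 2.61, Cxcl1 by 1.74, S100a9 by 1.70, Mmp12 by 1.61, Ccl17 by 1.47 and C3 by 1.36, and all 7 were DEGs. Arntl, a clock gene, rose by 1.25, and the array's Scd probe was not called (log2 change 0.04). Scd1, the array's symbol for the gene now named Scd, was under-expressed (-0.74).

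At D3 the largest increases were in Lpo (log2 change 3.29, adjusted p = 5.1e-11), Retnla (3.20, adjusted p = 4.3e-17) and Ccl12 (3.15, adjusted p = 2.0e-07). The largest decreases were in Dbp (-2.47, adjusted p = 2.2e-10), Ccdc116 (-2.43, adjusted p = 3.3e-06) and Tac1 (-2.01, adjusted p = 6.7e-11), of which Dbp and Ccdc116 differed between D3 and D28 in control rats alone. Lcn2 rose by 2.47, Ccl2 by 2.09, Ccl7 by 2.63, Cxcl1 by 1.43, S100a9 by 1.70, C3 by 1.31, Ccl17 by 1.26 and Mmp12 by 1.21, all DEGs.

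At D28 the largest increases were in Lpo, from 6.88 ± 0.51 to 10.17 ± 0.45 (SD, n = 5 per group, log2 change 3.29, adjusted p = 2.5e-10), Dbp (3.27, adjusted p = 6.6e-13), Nr1d1 (3.05, adjusted p = 9.3e-09), Retnla (2.66, adjusted p = 5.0e-14) and Kng1l1 (2.60, adjusted p = 2.6e-09). The largest decreases were in Zbtb16 (-2.75, adjusted p = 0.0375), Zp1 (-1.70, adjusted p = 8.1e-05), Scd1 (-1.66, adjusted p = 1.6e-08), Arntl (-1.47, adjusted p = 1.7e-07) and Hs3st6 (-1.36, adjusted p = 2.4e-06). The call of Zbtb16 was lost when any 1 of 8 of the 10 arrays was left out, with adjusted p-values from 0.0520 to 0.107. Dbp, Nr1d1, Arntl and Hs3st6 differed between D3 and D28 in control rats alone, by 4.50, 3.12, -2.58 and -2.12. C3 rose by 0.99 and S100a9 by 0.89, both DEGs. With only the arrays of that day the calls of S100a9 (adjusted p = 0.0612) and Zp1 (adjusted p = 0.0543) were lost. Lcn2 (0.59, adjusted p = 0.115), Ccl7 (0.80, adjusted p = 0.0538) and Mmp12 (0.57, adjusted p = 0.0678) were higher in exposed rats without being called. Ccl2 (0.52, adjusted p = 0.219), Ccl17 (0.11, adjusted p = 0.699) and Cxcl1 (-0.19, adjusted p = 0.761) were not called either, and Cxcl1 was 0.12 without replicate 5 of the exposed rats. Ccl7 was called under 6 of 10 alternatives, whose adjusted p-values ran from 0.0342 to 0.138, and without replicate 2 of the control rats (adjusted p = 0.0185). Mmp12 was called without replicate 1 of the exposed rats (adjusted p = 0.00959).

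At D90 the largest increases were in Dbp (log2 change 3.37), Orm1 (3.31) and Nr1d1 (2.21), and the largest decreases in Arntl (-1.58), Scd1 (-1.48) and Npr3 (-1.32), with adjusted p-values from 7.1e-13 to 2.9e-05. At D180 they were in Nr1d1 (3.00), Dbp (2.95) and Ccl1 (2.76), and in Scd1 (-1.50), Npr3 (-1.44) and Scd4 (-1.20), with adjusted p-values from 1.5e-11 to 2.8e-06. The control values of Orm1 and Ccl1 were near the background, and under the normal-exponential correction the change was 1.65 for Orm1 at D90 and 1.21 for Ccl1 at D180. Nr1d1, Dbp and Arntl differed between control rats of D3 and D28. Scd1 on the array is the gene now named Scd, and Scd on the array the one now named Scd2. That probe was lower by less than 1.5-fold at D28 (-0.41), D90 (-0.41) and D180 (-0.51). Cxcl1 was under-expressed at D90 (-1.05, adjusted p = 0.0186), a call lost without any 1 of 4 arrays (replicates 1 and 4 of the control and 3 and 5 of the exposed rats), with adjusted p-values from 0.0639 to 0.114. That call was also lost with only the arrays of that day (adjusted p = 0.0560). C3 rose by 0.51 at D90 and 0.44 at D180, under the fold limit. Ccl7 was higher by 0.93 at D180 without being called (adjusted p = 0.0506). It was called with slide as a block (adjusted p = 0.0349), with the stricter filter (adjusted p = 0.0345) and without any 1 of 2 arrays.

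**Figure D3:**
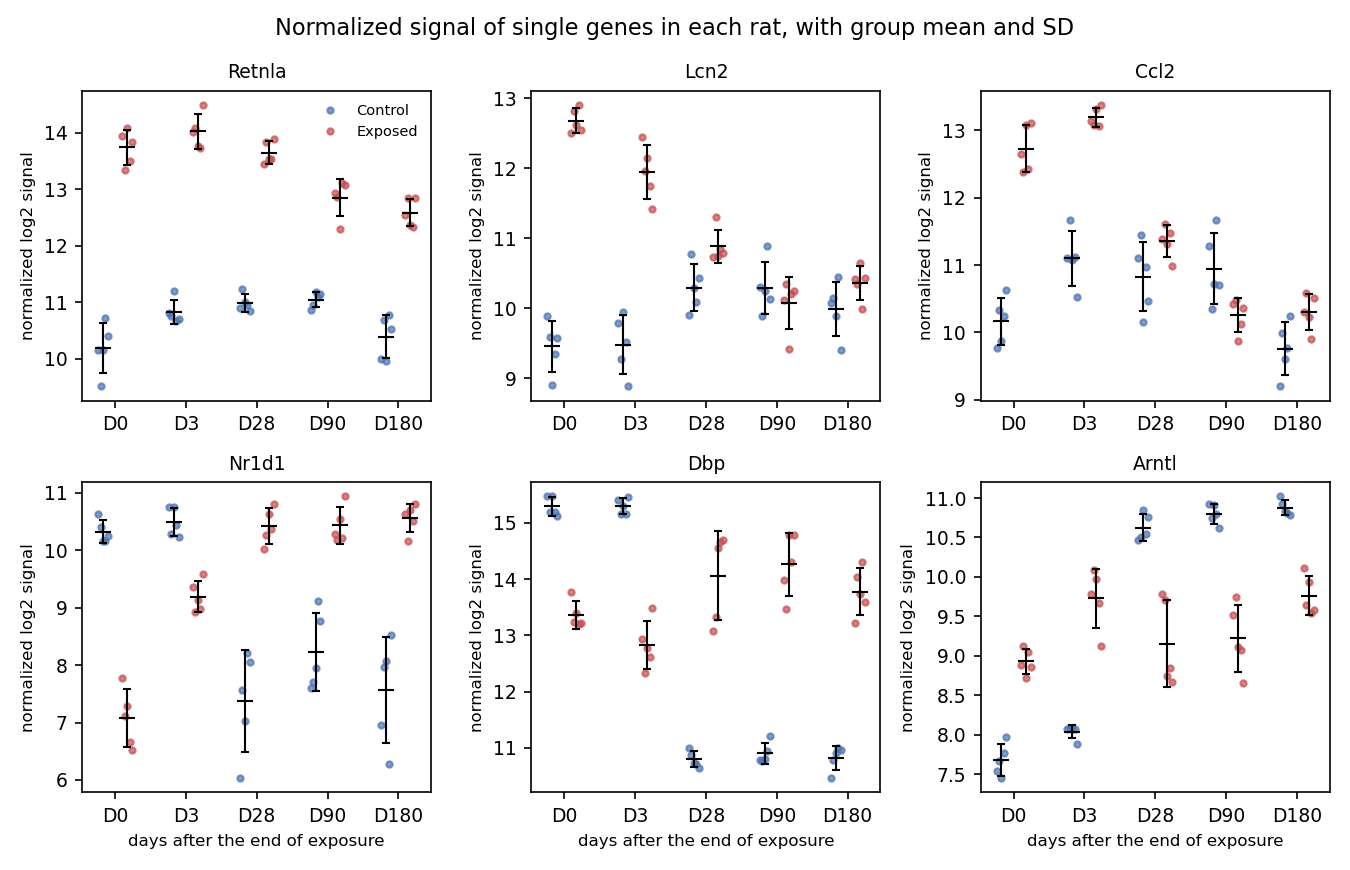
Normalized log2 value of Retnla, Lcn2, Ccl2, Nr1d1, Dbp and Arntl in each rat by day, control and exposed, with mean and SD (n = 5 per group). Retnla was higher in exposed rats at every day, while Nr1d1 and Dbp were lower at D0 and D3 and higher from D28 on. Control rats alone differed between D3 and D28 in Nr1d1, Dbp, Arntl and Lcn2.

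Persistence after the end of exposure was examined by following the D0 DEGs. Of these, 397 (37.4%) were called in the same direction at D3, 138 (13%) at D28, 39 (3.68%) at D90 and 30 (2.83%) at D180, where independent calls would give 19.6, 7.8, 2.13 and 1.98. The alternative that moved the D3 count most was the adjusted p with no fold limit, with 1532 genes. With slide as a block, 56 of the D0 DEGs under that fit were called in the same direction at D180. Each day had its own rats and controls. Over all days 1737 genes were called at least once. Over-expressed at every day were 17 genes, namely Ccl1, Cd177, Chia, Fstl4, Kng1, Kng1l1, LOC102555154, Lpo, Mmp7, Muc20, Orm1, Retnla, Scn10a, Slc7a11, Spp1, Tmem45b and Tmprss9, most of them chosen after their values were seen. Their lowest log2 change at any day was 0.64 (Cd177). No gene was under-expressed at every day.

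The difference in exposure effect between a later day and D0 was tested for each gene. It was called for 173 genes at D3, 413 at D28, 553 at D90 and 573 at D180. The unadjusted p with the fold limit moved the D3 count most, to 989. With slide as a block there were 324, 635, 845 and 888 genes. Of the 413 genes at D28, 294 were DEGs at D0, and 284 of these changed less at D28. Calls opposite to those at D0 were found for 3 genes at D3 (Scd1, Hsd11b2 and Zp1), 14 at D28, 16 at D90 and 12 at D180. At the last 3 days these included Dbp, Tef, Arntl, Nr1d1, Nr1d2 and Per2, clock genes of which Tef, Nr1d2 and Per2 were chosen after their values were seen, and control rats alone differed between D3 and D28 in Dbp, Arntl and Nr1d1.

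The gene sets asked whether inflammatory and lipid pathways named by the study moved in these rats. A score difference is in log2 units, and a difference was called at an adjusted p under 0.05 over 30 exact tests. The complement and coagulation score rose at D0 from -0.108 ± 0.0196 to 0.200 ± 0.0412 (mean ± SD, n = 5 per group), by 0.308, with 5 of 5 exposed rats above all controls (exact p = 0.00794, the smallest possible, adjusted p = 0.0170). The alternative that moved this difference most was every probe used separately (0.264), and all 12 alternatives kept the call, with adjusted p-values from 7.1e-18 to 0.0265. The score was also higher by 0.296 at D3, 0.195 at D28 and 0.0815 at D180, with 5 of 5 exposed rats above all controls and the same adjusted p, and by 0.109 at D90 with 4 of 5 (adjusted exact p = 0.0251). The D180 call was lost under 75th percentile scaling (0.0356) and with every probe separately (0.0585). The D90 call was lost without any 1 of 4 arrays, at an adjusted exact p of 0.0501, while the difference stayed between 0.0887 and 0.125. The chemokine score rose from -0.399 ± 0.0755 to 0.545 ± 0.1001 at D0, by 0.945, and by 0.819 at D3, with 5 of 5 exposed rats above all controls (adjusted exact p = 0.0170 for both). Of 35 chemokine genes, 18 were over-expressed at D0.

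At D28 the chemokine score was higher by 0.208 without being called (adjusted exact p = 0.0595, 3 of 5 exposed rats above all controls), and was called with slide as a block (0.224) and without replicate 2 of the control or 5 of the exposed rats (adjusted exact p = 0.0357). At D90 it was lower in exposed rats, with a difference of -0.181 and 4 of 5 below all controls, and at D180 it was higher by 0.182 with 4 of 5 above (adjusted exact p = 0.0251 for both). The D90 call was lost under 75th percentile scaling (-0.182) and without any 1 of 4 arrays (adjusted exact p = 0.0501). That of D180 was lost under 7 of 12 alternatives, fry and camera among them, and without any 1 of 7 arrays (adjusted exact p = 0.0501). The difference in the chemokine effect between D90 and D0 was -1.12 (permutation p = 6.3e-05, adjusted p = 0.00151). Labels were permuted with the exposure effects left in, which makes that test too wide for a difference of effects, so the other differences are not taken as absent. By limma with slide as a block, 12 of the 24 were called.

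The macrophage and lysosome score was higher in 5 of 5 exposed rats than in all controls at every day, by 0.589, 0.372, 0.339, 0.225 and 0.214 from D0 to D180 (adjusted exact p = 0.0170 at each), and kept its call under all 12 alternatives. The neutrophil score was higher by 0.298 at D0 and 0.490 at D3 (5 of 5 exposed rats above all controls, adjusted exact p = 0.0170), and was not called at D28 (0.0737), D90 (-0.00902) or D180 (0.113). Its sign at D90 depended on the measure, as the median gene rose by 0.0453, camera and fry gave an increase, and the mean was above 0 under 4 of the other 10 alternatives. The neutrophil score at D180 was called without replicate 2 of the exposed rats (adjusted exact p = 0.0265). The lymphocyte score was higher by 0.440 at D0 (4 of 5, adjusted exact p = 0.0251) and 0.199 at D28 (5 of 5, adjusted exact p = 0.0170), and was not called at D3 (0.194), D90 (0.0737) or D180 (0.132). Its D0 control mean was -0.448, against 0.0189, -0.129, 0.0421 and -0.00306 in control rats of D3, D28, D90 and D180. The D0 exposed mean was -0.00825, so low D0 control rats may account for the lymphocyte rise at D0. The D3 difference was called without replicate 1 of the control rats (0.245, adjusted exact p = 0.0476). With 1 array left out the score difference ran from 0.0273 to 0.129 at D90 and from 0.0778 to 0.193 at D180. Its D0 call was lost without replicate 2 or 3 of the exposed rats (adjusted exact p = 0.0501), and its D28 call with slide as a block (0.185).

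The unsaturated fatty acid synthesis score was higher by 0.151 at D3 (4 of 5 exposed rats above all controls, adjusted exact p = 0.0251), a call lost with every probe separately (0.0961). It was not called at D0 (0.0639), D28 (0.0227), D90 (0.0418) or D180 (0.0119). Of its 29 genes, 1 was over-expressed and 2 were under-expressed at each of D28, D90 and D180, Scd1 being among the latter. The study reported under-expression in this pathway at D28 from its differentially expressed genes. A mean over all genes of a list is another measure and does not test that report. The D0 difference was called without replicate 1 of the control rats (adjusted exact p = 0.0357). Under 75th percentile scaling it was lower in exposed rats at D28 (-0.00136) and D180 (-0.0271). At D180 fry gave a decrease while the mean rose. Camera called 21 of the 30 set and day tests and fry 21, and 20 of the camera calls held under fry, the exception being the lymphocyte set at D180. Of the 19 calls by exact test, 18 held under both.

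**Figure D4:**
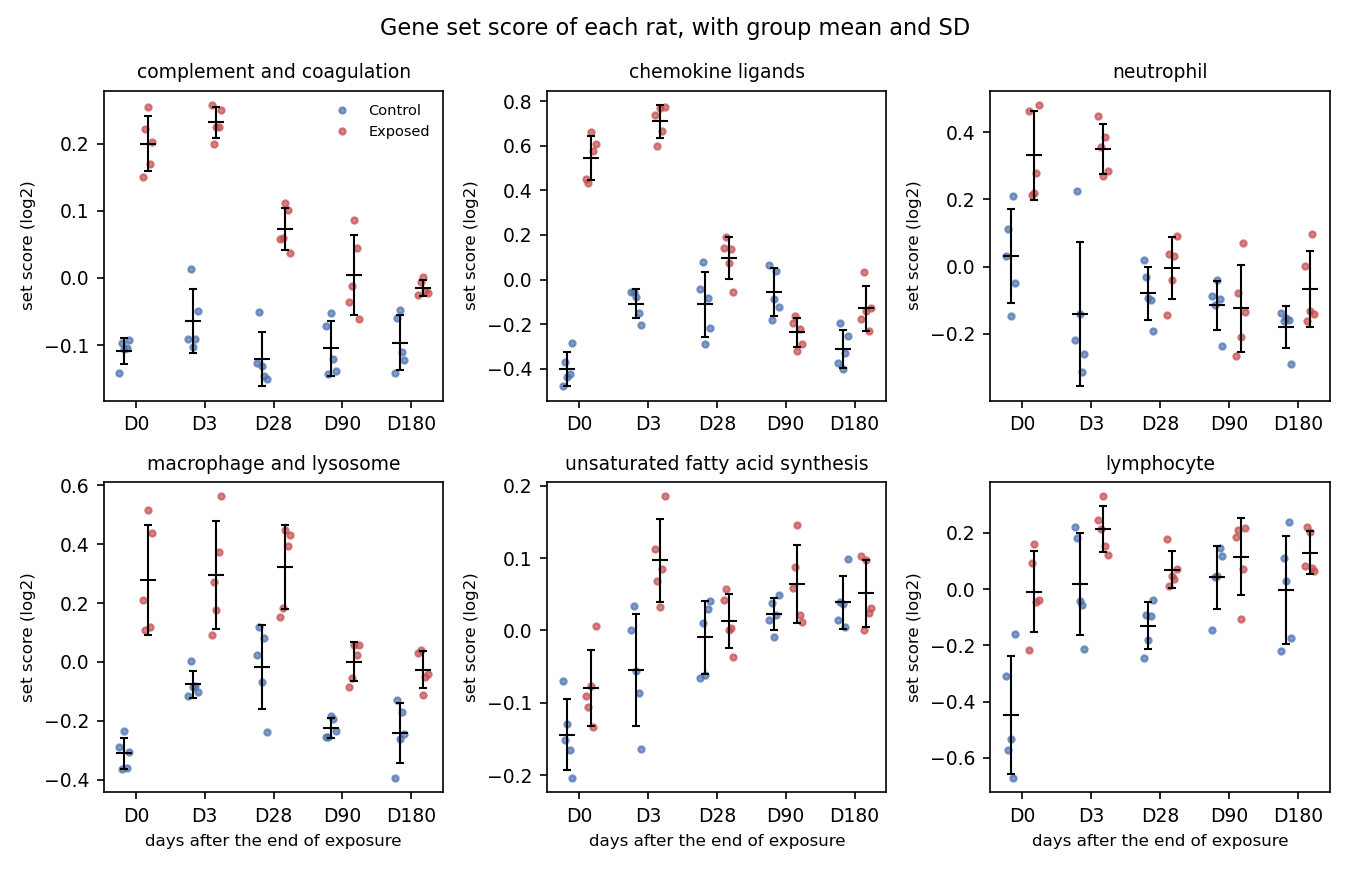
Set score in log2 units of each rat by day for the 6 gene sets, control and exposed, with mean and SD (n = 5 per group). The macrophage and lysosome score was higher in exposed rats at every day, and the direction flipped for the unsaturated fatty acid synthesis score at D28 and D180 under 75th percentile scaling and other alternatives, and for the neutrophil score at D90 under other alternatives alone.

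Genes that the study singled out in elderly rats were followed in the young rats at the same day. Of the 8 genes at D0, 3 were called over all genes tested, Tnfsf9 (log2 change 0.84), Gdf3 (1.15) and Tlr2 (1.13), all over-expressed. Control rats alone were higher at D3 than at D0 in Gdf3 (0.88) and Tlr2 (0.76), but not called for Tnfsf9 (0.14). Adjusted over the list alone, the count was also 3. The others were Il4 (0.37), Ifnb1 (-0.62), Ackr4 (0.00), Tnfrsf12a (0.21) and Il11 (-0.26), of which Il4 and Ifnb1 were near the background. The change of Ifnb1 was -0.04 without replicate 2 of the control rats. The median change of the list was 0.289. Of the 13 genes at D28, 2 were called over all genes tested, Ccl1 (2.38, or 1.14 under the normal-exponential correction) and Gng13 (-0.64), whose other probe changed by -0.42 and whose call was lost with slide as a block (-0.55). Adjusted over the list alone, 5 were called. Of the others, Cxcl2 (0.99) was called with slide as a block and without replicate 5 of the exposed rats (adjusted p = 0.0397), Ccl7 (0.80) was called under 6 of 10 alternatives, and Ccl5 (0.02), Cxcl5 (0.03) and Ccl12 (-0.09) changed sign under an alternative, Cxcl5 under 75th percentile scaling. Cxcl5 is the symbol on the array for the gene listed as Cxcl6. The list was chosen by the study on samples that included these, so the count is not independent evidence. The alternative that moved the D28 count most was the unadjusted p with the fold limit, with 5 genes. Without replicate 1 of the control rats the count at D28 was 1, Gng13 being lost, and without replicate 2 it was 3.

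Control rats of D180 were compared with those of D0 to measure how gene expression changed with age and time without exposure. There were 1404 DEGs, 811 higher and 593 lower at D180, with a median change of 1.84-fold, and 41 of them were also DEGs of exposure at D180. As a ratio the slide block moved the count most, to 414 genes, 142 higher and 272 lower, and in number of genes the adjusted p with no fold limit did, to 3669. Under 75th percentile scaling there were 1658 genes, 1325 higher and 333 lower, which raised the share of higher genes from 57.8% to 79.9%. The count was 908 without replicate 3 of the D0 control rats and 1869 without replicate 5. The slides of D0 and of D180 are linked only by 1 array in the fit with a block. These control rats also differed in the clock output score, by -2.16 (exact p = 0.00794), and in the heat shock score, by -0.522 (exact p = 0.0159).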

Values the study reported

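In young rats the study reported 572 differentially expressed genes at D0, of which 399 were over-expressed and 173 under-expressed. At D28 it reported 128, of which 91 were over-expressed and 37 under-expressed. In elderly rats the study reported 612 differentially expressed genes at D0 and 472 at D28. Common to both ages were 230 genes at D0 and 90 at D28. Specific to young rats were 342 genes at D0 and 38 at D28. In the lavage fluid of young rats, the study reported a rise in the share of neutrophils among the cells by a factor of 31.9 at D0 and 6.9 at D28.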

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

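The tests on outlying arrays set against chance, on slide and on the part in control rats for the differences between days, on time of day, slide, swapped samples and scaling for the clock genes, and on time of day for the chemokine rise at D0 were chosen after the results were seen.

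In 14 of 266 groups of 5 rats, the array with the highest or the lowest value stood far apart from the other 4 by a test of the gap over the range. Chance gives about 1 in 20 groups, or 13.3 of 266. Of the 14, 9 were in control groups. The scores were the complement score of replicate 1 of the D0 controls (-0.14, others from -0.11 to -0.09) and replicate 2 of the D28 controls (-0.05, others from -0.15 to -0.13), and the neutrophil score of replicate 5 of the D180 controls (-0.29, others from -0.16 to -0.14). Among genes in control rats they were Slc26a4 (8.19, replicate 5), Hspa1b (15.29, replicate 2) and Ifnb1 (5.64, replicate 2) at D0, Retnla (11.20, replicate 3) and Arntl (7.89, replicate 5) at D3, and Mmp12 (9.0, replicate 1) at D180. In exposed rats they were Scd (15.71, replicate 4) at D3, Lcn2 (11.30, replicate 2) at D28, Lcn2 (9.42, replicate 3) at D90, and Scd1 (13.46, replicate 2) and Npr3 (7.09, replicate 4) at D180. The number was close to what chance gives, so chance may account for it as a whole. After slide means were taken out, 4 of the 14 arrays still stood apart. Slide and single rats cannot be told apart for the others, since taking out slide means from 5 arrays on several slides leaves little else. No biological explanation was tested.

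Exposure effects differed between a later day and D0, by a test of the difference itself, for 173 genes at D3, 413 at D28, 553 at D90 and 573 at D180. Splits of the arrays within each day gave as many in 4 of 100 draws at D3 and at D28, the real split included, and the real split alone did so at D90 and at D180. This excludes chance at the level of 1 in 20, but other splits reached 2144 genes at D3 and 4666 at D28. At each of these days 3 other splits were as large, and 2 of the 3 put all or all but 1 of the arrays of slides 2 and 3 of both days in one group. When slide was a block, the real split alone reached its count of 324, 635, 845 and 888 genes (1 of 100 draws each), the largest other splits giving 19, 56, 242 and 148. Among the genes followed at every day, 33 of 48 gene and day differences were called, and all 33 were also called with slide as a block, which argues against slide as the whole cause. Nr1d1 alone differed at D3 (1.96). The fall in effect on the log2 scale was, at D28, D90 and D180, -2.63, -3.45 and -2.85 for Lcn2, -1.93, -2.79 and -1.82 for Cxcl1, -2.04, -3.25 and -2.01 for Ccl2, -1.81, -3.04 and -1.68 for Ccl7, -1.36, -1.64 and -1.82 for Ccl17, -0.81, -1.23 and -1.12 for S100a9, and -1.04, -1.38 and -1.27 for Mmp12. For C3 it was -0.85 at D90 and -0.92 at D180. At D3 none of these falls was called, nor was that of C3 at D28 (-0.37, adjusted p = 0.0919). Part of these falls lay in the control rats. Between D0 and D28, Mmp12 rose by 0.85 in control rats and changed by -0.19 in exposed rats, so that 81.3% of its fall was in the controls, as was 51.8% at D90. For Lcn2 the controls held 31.8%, for Ccl2 32.5%, for Ccl17 30.6% and for Ccl7 21.7% of the fall at D28, and for Cxcl1 and S100a9 2.91% and 2.56%. Lcn2 was also lower in D3 than in D28 control rats (log2 difference -0.81, adjusted p = 0.032 by limma). The same control rats differed in clock genes, so time of day of sampling stays open for part of the Lcn2 fall. Most of the fall lay in exposed rats for 6 of 7 genes at D28, 7 of 8 at D90 and 8 of 8 at D180. The rats of D0 lie on other slides than those of D90 and D180, so the parts at these days also hold slide. The effects were thus smaller from D28 on, or from D90 on for C3, and a waning of the inflammatory response is a candidate explanation that stays a hypothesis and is weakest for Mmp12, since time since exposure, age and the rats of each day change together.

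The chemokine score was higher in exposed rats at D0 and lower at D90, and the difference between the effects was -1.125 (permutation p = 6.3e-05, adjusted p = 0.00151, with 5 of 5 exposed rats above all controls at D0 and 4 of 5 below at D90). Scaling of the arrays was argued against for the direction, as the highest D90 difference over 4 normalizations and background corrections was -0.163. Of these, only 75th percentile scaling replaced quantile normalization. It gave -0.182, with the D90 call lost (adjusted exact p = 0.0560). Time of day of sampling was argued against for the rise at D0, since control rats of days that differ in clock phase differed in chemokine score by less than the 0.945 at D0, the largest such difference being -0.343 for D0 relative to D90 (exact p = 0.00794). For the fall at D90 time of day stays open. Control rats differed between D3 and D28 by 0.000699 (exact p = 0.968), but between D0 and D28 by -0.289 (exact p = 0.0159), which is larger than the D90 difference, and between D3 and D180 in the other direction by 0.201 (exact p = 0.0159). Control scores also differed within a clock phase, by -0.290 between D0 and D3 and by 0.254 between D90 and D180 (exact p = 0.00794 for both). The pairs of days thus gave no one answer, and low D0 controls may account for part of the rise at D0. A change in chemokine expression with time since exposure stays a hypothesis.

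The clock genes changed sign between days. Relative to D0 the effect was higher by 6.31, 5.47 and 6.26 for Nr1d1 and by 5.20, 5.30 and 4.88 for Dbp at D28, D90 and D180, and lower for Arntl (-2.72, -2.83 and -2.37). Slide was argued against, as 48 of 49 calls of clock genes over the 5 days were kept with slide as a block. Scaling was argued against, as the clock output score kept its direction in 20 of 20 pairs of day and alternative. A swap of exposed and control samples at some days was argued against, as the macrophage and lysosome score was higher in exposed rats at every day, by 0.214 or more. Control rats alone differed, as the clock output score at D28 was -2.10 relative to D3 (exact p = 0.00794, the smallest possible) and the positive arm was 1.71 higher. The control score at D90 and D180 differed from that at D28 by 0.157 and 0.114. Sampling of control and exposed rats at different times of day may thus account for the changes of clock genes, in opposite order early and late. Between D0 and D28 the clock output score changed by -2.27 in control rats and by 0.496 in exposed rats. Most of its change of sign thus lay in rats that breathed no particles, which argues against the particles as the whole cause. For Nr1d1 alone the control part at D28 was smaller, at 46.8%. A true shift of the clock by the particles within a day stays open and was not tested, since times of sampling were not used here.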

How the results depend on the processing

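The fits with the clock score as a covariate and with slide as a random effect were chosen after seeing the data. Unless a cause is given, the cause was not tested.

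Of 360 set scores under alternatives, 319 kept their direction and their side of the threshold, 12 were no longer called, 12 became called and 17 changed sign. Of 1028 values of named genes, 1008 kept both, 5 lost the call, 9 gained it and 6 changed sign. Counts stayed within 1.5 times the main one in 41 of 75 cases for DEGs per day, 36 of 56 for D0 genes called again later, 39 of 56 for differences between days, 7 of 14 for the control rats and 25 of 28 for the elderly-rat genes.

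The thresholds moved counts by their construction. With a 2-fold limit the DEGs from D0 to D180 numbered 417, 308, 145, 44 and 38, those of the control rats 542, the D0 genes called again 138, 43, 15 and 15, the differences from D0 91, 178, 262 and 254, and the elderly-rat genes at D28 1. With no fold limit they were 3381, 2678, 1014, 273 and 245, 3669 for the control rats, 1532, 552, 138 and 130 called again, and 660, 966 and 1016 differences at D28, D90 and D180. With an unadjusted p and the fold limit they were 1454, 1075, 377 and 437 from D3 on, 2547 for the control rats, 225, 86 and 93 called again from D28 on, 989, 1319, 1176 and 1239 differences, and 5 elderly-rat genes at D28.

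Background handling lowered the counts. Without background subtraction there were 659, 534 and 171 DEGs at D0, D3 and D28 and 54 at D180, with the normal-exponential correction 579, 479, 147 and 52, and with the series matrix 664, 534, 161 and 55. The control rats gave 742, 618 and 753. D0 genes called again were 249 at D3 with the normal-exponential correction, 79, 66 and 78 at D28, and 25 and 23 at D90 for the first 2. Of the 500 D0 calls lost under the normal-exponential correction, 388 kept an adjusted p under 0.05 and fell under the fold limit, and 0 were called in the opposite direction. Of the 500, 188 were dim in a group, and signal over background limits how well the size of a change is known for such genes.

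With slide as a block there were 155 DEGs at D90 and 138 at D180, 56 D0 genes called again at D180, and 324, 635, 845 and 888 differences from D0. The median standard error fell from 0.165 to 0.108 at D0. The control rats gave 414 genes with the block and 1148 with slide as a random effect (correlation within slides 0.437), and 1658 under 75th percentile scaling, with 1325 higher and 333 lower against 811 and 593. Early and late slides are linked by 1 array alone, which limits the block for the control rats. With the arrays of the day only there were 540 DEGs at D3 and 122 at D28, 72 and 22 D0 genes called again at D28 and D90, and 89 and 263 differences at D3 and D28, with fewer arrays to estimate the variance. With the clock score as a covariate there were 395 DEGs at D3, 37 at D28, 2 at D90 and 9 at D180, while 735 were called at D0. The median standard error rose to 0.313 at D90, as the clock score overlaps with exposure. The median over a gene's probes left 1 elderly-rat gene at D28, Gng13 being lost at -0.53.

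The chemokine score at D180 was no longer called under 75th percentile scaling (0.128), every probe separately (0.150), no background subtraction (0.110), the normal-exponential correction (0.0957), the series matrix (0.111), camera (adjusted p = 0.0537) and fry (adjusted p = 0.0976), over alternatives from 0.00139 to 0.0976. At D90 it was not called under 75th percentile scaling (-0.182, adjusted exact p = 0.0560, lowest 9.98e-05). At D28 it was called with the stricter filter (0.221), slide as a block (0.224), camera (adjusted p = 0.00886) and fry (adjusted p = 0.00520), over a range from 0.000445 to 0.0974. The complement score at D180 lost its call under 75th percentile scaling (0.0356) and every probe separately (0.0585), with adjusted p-values from 0.00285 to 0.494. The lymphocyte score at D28 lost it with slide as a block (0.185, adjusted p-values from 0.00138 to 0.0658). It was called at D3 by camera (adjusted p = 0.00363) and fry (adjusted p = 0.0275), with a highest value of 0.125, and at D180 by camera (adjusted p = 0.00886), with a highest value of 0.494. The unsaturated fatty acid score at D3 lost its call with every probe separately (0.0961, adjusted p-values from 3.5e-06 to 0.0680). At D0 it was called with every probe separately (0.092), the median over probes (0.0733), slide as a block (0.0721) and fry (adjusted p = 0.0130), with a highest value of 0.616.

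Directions changed for 3 scores, none of them called. The neutrophil score at D90 was positive without background subtraction (0.0423), with the normal-exponential correction (0.0428), the stricter filter (0.0347) and the series matrix (0.0364), and up by camera (adjusted p = 0.585) and fry (adjusted p = 0.696), over a range from 0.484 to 0.976. The unsaturated fatty acid score at D180 was negative under 75th percentile scaling (-0.0271), no background subtraction (-0.008), the normal-exponential correction (-0.0114), the stricter filter (-0.0128) and the series matrix (-0.00843), and down by fry (adjusted p = 0.892, lowest 0.174). At D28 the same settings without fry gave -0.00136, -0.0255, -0.0291, -0.0121 and -0.0230. Among genes, Ccl12 at D28 was 0.035 and Ccl5 -0.02 with slide as a block, and Cxcl5 at D28 was -0.04 under 75th percentile scaling, -0.048 without background subtraction and with the normal-exponential correction, and -0.059 with the series matrix.

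With replicate number as a block, as a check of whether the numbers pair the rats, counts stayed within 1.5 times the main ones, and among the scores only the chemokine score at D28 changed, becoming called (0.208, adjusted p = 0.000445, over alternatives from 0.000445 to 0.0974). The correlation between control and exposed arrays with the same number had a median of -0.029 over 25 pairs and was above 0.1 in 8. The highest values, 0.455 at D28 and 0.35 at D3, came from arrays on the same slide. Slide can thus hide or mimic a pairing in this check, so whether the numbers pair the samples stays open. The block cannot give the control comparison between D180 and D0.

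With each array left out in turn, the D28 count ran from 245 (without exposed replicate 5) to 531 (without exposed replicate 1), the control count from 908 (without D0 control replicate 3) to 1869 (without replicate 5), and the elderly-rat genes at D28 from 1 to 3 (without control replicates 1 and 2). Scores ran from 0.140 to 0.211 for chemokines at D180, 0.163 to 0.255 at D28 and -0.212 to -0.150 at D90, from 0.0887 to 0.125 for complement at D90, from 0.384 to 0.512 for lymphocyte at D0 and 0.137 to 0.245 at D3, 0.0273 to 0.129 at D90 and 0.0778 to 0.193 at D180, from 0.0720 to 0.137 for neutrophil at D180, 0.0458 to 0.109 at D28 and -0.0573 to 0.0265 at D90, and from 0.0424 to 0.0824 for unsaturated fatty acid at D0, 0.00893 to 0.0353 at D28, 0.0217 to 0.0549 at D90 and -0.00105 to 0.0268 at D180. Score calls lost this way had an adjusted exact p of 0.0501, and the cause was not tested. Ifnb1 at D0 kept its sign but ran from -0.829 to -0.035. Genes that changed sign ran from -0.107 to 0.087 for Ackr4 and -0.506 to 0.148 for Il11 and -0.009 to 0.065 for Scd at D0, from -0.431 to 0.174 for Ccl12, -0.036 to 0.112 for Ccl5, -0.421 to 0.266 for Cxcl5 and -0.335 to 0.116 for Cxcl1 at D28, and from -0.15 to 0.006 for Cxcl1 at D180.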

Other observations

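The tests on slide for the control rats and the marker lists and on the D0 control rats for heat shock genes were chosen after the results were seen.

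Other splits of the same 10 arrays of a day, 100 draws with the real one included, gave as many DEGs in 4 draws at D0, 5 at D3, 2 at D28, 1 at D90 and 1 at D180. The largest other splits gave 1747, 3634, 1367, 12 and 3 genes. Chance can be excluded at this level for D0, D28, D90 and D180 but not for D3. At D0 the other splits with as many genes put all 4 arrays of slides 2 and 3 in the same group, and those at D3 and D28 put all or all but 1 there. With slide as a block the real split alone reached the count at each of the 5 days (1 of 100), so chance can be excluded there, D3 included, where 1020 genes were called. For D0 genes called again at D3, D28, D90 and D180 only the real split reached the count (1 of 100 each). For the elderly-rat genes 4 of 100 draws did at D0 and 1 at D28, and for the control rats 1.

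Outside the clock lists, 119 genes were called at D90 or D180. Of these, 30 also differed between the D3 and D28 control rats, and 29 of the 30 had the sign that a difference in clock phase gives, the exception being Acot1, chosen after its values were seen. Genes are not independent, so the two-sided binomial p of 5.77e-08 is too small. At D0, 20 of 42 had that sign. Time of day of sampling may therefore reach beyond the clock lists at the late days, for 25 of 85 genes outside the lists at D90 and 17 of 76 at D180. Most late DEGs did not differ between the D3 and D28 control rats, and for these it was not tested further.

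The clock output list was lower in exposed rats by score differences of -1.21 at D0 and -1.31 at D3 and higher by 1.56, 1.44 and 1.28 at D28, D90 and D180, and the positive arm went the other way (0.669, 1.1, -0.951, -1.02 and -0.758), all with 5 of 5 exposed rats beyond all controls and an adjusted exact p of 0.0238. Well above background in most control arrays were 8 of 9 clock output genes and 4 of 4 of the positive arm. The glucocorticoid responsive score was not called at any day, the nearest being D3 (-0.436, adjusted exact p = 0.0536, 4 of 5 below all controls), although single genes of the list were DEGs, 2 up and 3 down at D0, 2 and 2 at D3 and 1 and 2 at D28. The red blood cell score was lower at D28 (-0.282, 5 of 5 below all controls, adjusted exact p = 0.0238) and D90 (-0.300, 4 of 5, adjusted exact p = 0.0397). The cardiac muscle score was called at D28 alone (-0.298, 4 of 5 below all controls, adjusted exact p = 0.0397). The mesothelium score was lower at D0 (-0.241, 4 of 5, adjusted exact p = 0.0397) and D3 (-0.527, 5 of 5, adjusted exact p = 0.0238), and the ciliated epithelium score at D3 (-0.177, 5 of 5, adjusted exact p = 0.0238). The brown and white fat score was not called, the lowest adjusted exact p being 0.206 for a difference of 0.452 at D28 with 2 of 5 above all controls. In a fit with slide as a block, 15 of the 18 score calls of the marker lists were kept. Those lost were ciliated epithelium at D3 (-0.1045, adjusted p = 0.162), cardiac muscle at D28 (-0.336, adjusted p = 0.0538) and mesothelium at D0 (-0.217, adjusted p = 0.0506), and for these slide stays open. Red blood cell at D0 (-0.207, adjusted p = 0.0313) and heat shock at D90 (-0.315, adjusted p = 0.0217) were called with the block alone. No other explanation of the lists in this paragraph was tested, apart from those given for the clock genes.

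Of the listed genes that were tested, those well above background in most control arrays were 38 of 41 for complement and coagulation, 33 of 35 for chemokine ligands, 13 of 16 for neutrophil, 19 of 20 for macrophage and lysosome, 25 of 29 for unsaturated fatty acid synthesis, 20 of 20 for lymphocyte, 11 of 11 for glucocorticoid responsive, 9 of 9 for heat shock, 7 of 8 for red blood cell, 8 of 9 for cardiac muscle, 5 of 5 for mesothelium, 7 of 7 for ciliated epithelium and 2 of 5 for fat, so control lungs express most of them. No gene was in more than 1 of the gene sets and marker lists. With the elderly-rat lists and the genes followed at every day counted as well, chemokine ligands shared 10 genes with another list, clock output 2, the complement, neutrophil, macrophage, unsaturated fatty acid and positive arm lists 1 each, and the other gene sets and marker lists 0. The study named 9 of the chemokine genes and 0 of the other gene sets and marker lists. Of the elderly-rat genes, 6 of 8 at D0 and 12 of 13 at D28 were well above background, and of the 13, 9 were also chemokine ligands and 4 were among the genes followed at every day.

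The heat shock score was lower in exposed rats at D0 by -0.807 (5 of 5 below all controls, adjusted exact p = 0.0238) and at D180 by -0.439 (5 of 5, adjusted exact p = 0.0238), and was not called at D3, D28 and D90, although 2 of its 9 genes were DEGs at D28 and 1 at D90. Slide was argued against, as the D0 difference was -0.838 with slide as a block. The D0 control rats stood above other control rats, since D3 control rats were at -0.715 relative to them (exact p = 0.00794, the smallest possible), while the exposed rats of D3 differed from those of D0 by 0.188 (exact p = 0.278). Over all genes, 587 differed between the D3 and D0 control rats. A difference of the D0 control rats, in handling or otherwise, may account for the heat shock result at D0, and no biological explanation was tested for it.

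The control rats of D180 and D0 differed in 1404 genes, and in 414 with slide as a block. Slide and age cannot be told apart here, since the D0 and D180 rats lie on different slides linked by 1 array. Time of day of sampling and an unusual state of the D0 control rats stay open as well, since the clock output score at D180 was -2.16 relative to D0 (exact p = 0.00794) and the heat shock score -0.522 (exact p = 0.0159).

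The count of DEGs at D0, 1061 here, was higher than the one in young rats in the study's own calls. More genes were over-expressed than under-expressed in both. The split here depended on scaling, with 742 over-expressed and 273 under-expressed genes at D0 under 75th percentile scaling. The count at D28, 345 here, was also higher than the study's. Over-expressed genes again outnumbered under-expressed ones in both, and here also under 75th percentile scaling (184 and 136). Background handling moved both counts, to 579 at D0 and 147 at D28 with the normal-exponential correction and to 664 and 161 with the series matrix values. Under these the gap to the study's counts was smaller. With slide as a block it was larger, at 1397 genes at D0 and 497 at D28, although the study also removed batch terms. The cause of the gap was not tested.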
